# A data-driven model of macrophage polarization states reveals an IFN macrophage signature in active Crohn’s disease

**DOI:** 10.3389/fimmu.2025.1707719

**Published:** 2025-12-04

**Authors:** Sarina C. Lowe, Madelaine Leitman, Noah Yan, Alexander Hoffmann

**Keywords:** macrophage polarization, Crohn’s disease, inflammatory bowel disease, scRNAseq, macrophages, mucosal immunology

## Abstract

Macrophages are key innate immune cells responsible for initiating and coordinating immune responses. A major determinant of macrophage function is their tissue-context-dependent polarization state, regulated by the cytokines present in the tissue microenvironment. Yet, the capability of characterizing macrophage polarization states in clinical studies remains limited. Here, we used a defined set of cytokines to polarize human PBMC-derived macrophages and determine their transcriptional signatures and stimulus responsiveness. The resultant atlas of transcriptional signatures for human macrophage polarization states was applied to a dataset of intestinal biopsies from Crohn’s disease patients and healthy controls. Our analysis identified a dominant population of IFNγ-polarized macrophages in areas of active Crohn’s intestinal inflammation and a loss of wound healing IL-4-, IL-10- and IL-13-polarized macrophages. This study demonstrates that *in vitro* datasets of macrophages in defined conditions can be leveraged to interpret the functionality of cells transcriptional profiled in clinical studies.

## Introduction

Macrophages serve diverse roles within the immune system, ranging from the acute response to pathogens to wound healing and maintenance of homeostasis. Tissue microenvironmental cytokines may cause macrophage polarization, resulting in changes in their functional repertoire. These adaptations affect macrophage morphology, signaling dynamics, gene expression, and cytokine production (1–7). This is particularly relevant in the intestine, where most macrophages originate from circulating monocytes (8) that extravasate into the microenvironment of the intestinal lamina propria, where they have a lifespan of 3–5 weeks (9).

In Crohn’s disease, macrophages are preferentially enriched at sites of active inflammation and are a key source of proinflammatory cytokines that contribute to disease pathogenesis (4, 10). Although many of the macrophage-derived cytokines (i.e. TNF, IL-12, IL-23) are therapeutic targets, the repertoire of macrophage polarization states that drive cytokine production in Crohn’s disease is unknown.

Single-cell RNA sequencing (scRNA-seq) enables multi-dimensional interrogation of cell states. Applied to *in vitro*-cultured macrophages exposed to specific cytokines, it reveals transcriptional profiles that define polarization states. This reference atlas can then be leveraged to analyze *in vivo* patient-derived scRNA-seq data, enabling characterization of macrophage populations in Crohn’s disease. Prior studies of macrophage subtypes in Crohn’s disease have been limited to categorization as ‘inflammatory’ and ‘noninflammatory’ based on biomarker expression, or gene expression clusters with little clinical or biologic significance (11). Here we produced an extensive scRNA-seq dataset of *in-vitro*-polarized macrophages that we leveraged to interpret *in vivo* scRNA-seq data produced from Crohn’s disease clinical samples. As a result, we identified distinct macrophage subsets that are more or less abundant in active Crohn’s disease lesions and regions of healing.

## Methods

### *In vitro* macrophage culture, polarization, and stimulation

Human blood from a deidentified donor was obtained from the UCLA CFAR Centralized Laboratory Support Core. Peripheral blood mononuclear cells (PBMCs) were isolated from blood by Ficoll density centrifugation followed by CD14+ bead selection for monocytes. The monocytes were then plated on 6-well tissue culture plates at a density of 5 x 10^5^ cells/well, and cultured in RPMI media supplemented with 10% ES fetal bovine serum and 20 ng/ml human macrophage colony-stimulating factor. Media was replaced 4 days after isolation, and after 6 days the cells were polarized for 24 hours with either 100 U/mL IFN-β (PBL Assay Science, 11415-1), 20 ng/mL IFN-γ (Peprotech, 300-02), 50 ng/mL IL-10 (R&D, 217-IL), 40 ng/mL IL-13 (R&D, 213-ILB), 20 ng/mL IL-4 (R&D, 204-IL), or left naïve. After 24 hours of polarization, the cells were stimulated for 2 hours with LPS 10 ng/ml (Sigma-Aldrich, B5:055), TNF 100 μg/ml (R&D, 210-TA), or left unstimulated.

### *In-vitro*-polarized macrophage scRNA-seq and analysis

Cells were lifted and the samples were multiplexed using the BD Human Single-Cell Multiplexing Kit (BD, 633781) and loaded onto the cartridge following the manufacturer’s instructions (BD Rhapsody #210967). Targeted mRNA amplification was performed utilizing the Immune Response Panel Hs primer panel (BD, 633750), with subsequent library preparation. The pooled library was sequenced with paired-end 100 bp reads on an Illumina NovaSeq X Plus. The raw FASTQ files and reference for the Immune Response Panel were run through the BD Rhapsody Sequence Analysis Pipeline which includes quality filtering with read overlap detection, trimming and filtering, followed by identification of the cell barcode and unique molecular identifier (UMI), alignment to the human genome, and sample determination from the multiplexed sample tags, resulting in an output of adjusted molecule counts.

### *In vivo* terminal ileum scRNA-seq data processing and annotation

Published single-cell RNA sequencing (scRNA-seq) data was obtained from terminal ileal (TI) biopsies of Crohn’s disease patients (12). Immune cells were separated from stromal and epithelial cells based on annotations from the original study (12) and prepared for downstream analysis with log-normalization and standardization of expression. As macrophage subsets identified by marker genes had no clear clinical or physiologic relevance, we combined subsets into an all-encompassing macrophage group. We constructed a UMAP using principal component analysis (PCA) reduction and labeled cell types by manual annotation of the top 20 differentially expressed genes for each cluster of immune cells. Macrophages were identified by high expression of canonical macrophage genes (including C1QA, C1QB, C1QC, CD14, and FCN1). The immune cell clusters were relabeled by manual annotation, and a macrophage-only object was subsequently processed independently.

### Integration of *in vivo* and *in vitro* macrophage data

To integrate the *in vivo* TI macrophage data composed of 28, 923 genes with the *in-vitro*-polarized macrophage data with 344 genes, both datasets were standardized by retaining only the 325 overlapping genes for downstream analysis (13). With the *in vivo* TI macrophage dataset as the reference, Seurat’s anchor-based integration framework was used with the *in-vitro*-polarized dataset as the query. Integration was performed using Seurat’s SCTransform-based normalization to mitigate technical noise. Each cell was then projected into a common space by applying an anchor-derived transformation (14). This anchor strategy identifies pairs of transcriptionally similar cells across the datasets, allowing the two datasets to be aligned in a common low-dimensional space. The *in-vitro*-polarized macrophages were assigned to an *in vivo* TI unsupervised cluster (1, 2, or 3), mapping the *in-vitro*-polarized cells’ PCA profile onto the reference *in vivo* TI macrophage’s PCA space. The most transcriptionally similar *in vivo* TI cluster based on a mutual nearest-neighbor classification (14) (k=30) was assigned to each *in-vitro*-polarized macrophage cell profile using the highest similarity score.

## Results

We developed a workflow to better characterize the macrophage cell states found in Crohn’s disease (**Figure 1**). We first systematically profiled *in-vitro*-polarized human macrophages exposed to defined cytokine polarization conditions and identified polarization gene signatures. Applying these to clinical samples enabled identification of specific intestinal macrophage subpopulations in Crohn’s patients.

**Figure 1:**
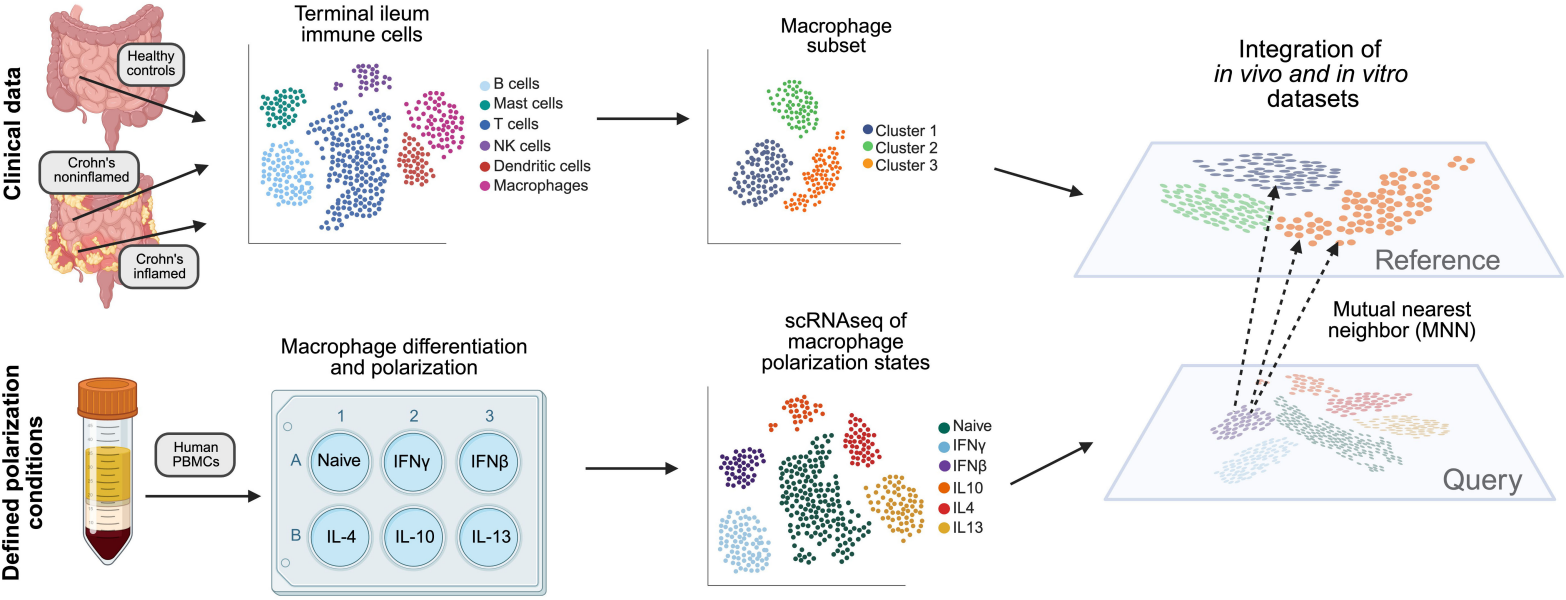
Overview of an experimental and analytic workflow to better characterize macrophage states in clinical scRNA-seq datasets. Workflow used to generate an *in vitro* atlas of macrophage polarization states and apply it to functionally annotate an *in vivo* Crohn’s clinical dataset. Peripheral blood mononuclear cells (PBMCs) were isolated from human blood and differentiated into macrophages. After six days, cells were polarized with IFNγ, IFNβ, IL-4, IL-10 or IL-13, left unstimulated or stimulated with LPS or TNF, and processed for scRNA-seq using the BD Rhapsody platform. *In vivo* intestinal immune cell data from healthy controls and Crohn’s disease patients [Kong et al. (12)] were re-analyzed, and macrophages were identified by annotation of cluster-specific differentially expressed genes. Using 325 shared genes and a mutual nearest neighbors approach to identify anchors, the *in vivo* and *in vitro* datasets were integrated into a shared space, enabling characterization of the polarizating state of macrophages present in clinical samples. Created in BioRender. Lowe, S. (2025) https://BioRender.com/2hr0tbu.

To prolife single macrophage polarization states we cultured PBMC-derived macrophages and polarized them with individual cytokines from a larger panel. 

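The *in vitro* data came from monocyte-derived macrophages of 1 donor, with 1 well for each condition. The macrophages were cultured with 20 ng/ml macrophage colony-stimulating factor and polarized from day 6 for 24 hours with 20 ng/ml IFNγ, 100 U/ml IFNβ, 20 ng/ml IL-4, 50 ng/ml IL-10 or 40 ng/ml IL-13, or left naïve. IFNγ is the type II interferon that activates macrophages against intracellular microbes, and IFNβ is a type I interferon of the antiviral response. IL-4 and IL-13 are related type 2 cytokines that can signal through a shared receptor chain, and IL-10 is an anti-inflammatory cytokine. The cells of each well carried an oligonucleotide tag, and 12 tagged wells were pooled on a BD Rhapsody cartridge, a microwell device in which the transcripts of each cell receive a cell barcode and a molecular identifier. Only the genes of the immune response panel were amplified.

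The authors' pipeline turned the reads into adjusted molecule counts per gene and cell and assigned each cell to its well from the tag. The unstimulated macrophages were on the second cartridge, which listed 344 genes and 23509 cells. Of these cells, 2793 (11.9%) carried the tags of more than 1 well and 3 had no clear tag, and all of these were left out. Tags cannot show doublets formed within a well, which were estimated at 1.94% of all 23509 cells. The median depth was 446 molecules per cell in the naïve well and 709 in the IL-10 well, with the other wells between these values. At least 2 of the 8 macrophage markers measured were detected in 92.8% to 99.5% of the cells of each well. Markers of T cells, NK cells, B cells and mast cells or granulocytes were found in pairs in at most 0.271% of the cells of any unstimulated well, and plasma cells, with 1 marker among the genes measured, could not be looked for in this way.

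For each polarization state the molecules of a gene were summed over cells and expressed per 10000 molecules of the panel, and folds were taken against the naïve well for genes with at least 50 molecules in the larger of the 2 conditions. The 95% intervals given with the levels are exact Poisson intervals, those given with shares of cells are exact binomial intervals, and both cover counting error only. The counting intervals given with ratios and folds rest on the numbers of summed molecules. Like the intervals of levels, they treat molecules as independent and leave out the spread between cells. With 1 well per condition and 1 donor, the spread between wells of the same condition and between donors was not measured. No test between polarization states was made, so every difference is one between these wells.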

We used an established sc-RNAseq targeted gene platform with a select panel of immune response genes that show stimulus-specific expression and assess the functional state of macrophages (15). The *in-vitro*-polarized macrophages showed distinct transcriptional profiles after 24 hours of polarization with IFNγ, IFNβ, IL-4, IL-10 and IL-13 (**Figure 2A**). 

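IFNγ-polarized macrophages were marked by CXCL9, a chemokine that attracts activated T cells, at 286 molecules per 10000 (interval 282 to 291) against 0.520 (0.421 to 0.635) in naïve macrophages, a log2 fold of 9.11. The related chemokine CXCL10 was higher by a log2 fold of 6.86 and the cytokine gene IL32 by 6.36. AIM2, a sensor of cytosolic DNA with few molecules in naïve macrophages, had a log2 fold of 6.31 (7.12 without the shallowest cells). AIM2 was higher still with IFNβ, at 13.4 molecules per 10000, with a log2 fold of IFNγ over IFNβ of −1.80. THBS1, which encodes thrombospondin 1, was lower, at 2.00 against 58.4 molecules per 10000 (log2 fold −4.87). In IFNβ-polarized macrophages the largest log2 folds were those of CXCL11 (9.52, 386 molecules per 10000) and CXCL10 (9.21, 305 molecules per 10000). TNFSF10 (7.71), which encodes the death receptor ligand TRAIL, was also higher, while CXCL9 stood at 3.58 molecules per 10000, far below its level with IFNγ. F13A1, the A subunit of coagulation factor XIII, was lower with both interferons, with log2 folds of −4.35 with IFNγ and −4.73 with IFNβ (−5.34 when cells were averaged), and higher with IL-4 (2.89) and IL-13 (2.75).

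IL-4-polarized macrophages were marked by the chemokines CCL13 (111 against 1.41 molecules per 10000, log2 fold 6.30), found in 56.4% of the cells against 4.27% of naïve cells, and CCL22 (4.70), by the lectin receptor CLEC10A (5.09) and by the lipid antigen-presenting molecule CD1B (4.97). The macrophage elastase MMP12 had the highest log2 fold (7.71), but it was found in only 7 of 459 cells (1.53%, interval 0.615 to 3.12), of which 5 held 99.1% of its molecules, against 0.228% of naïve cells. IL-13-polarized macrophages had nearly the same profile, with log2 folds of 6.30 for CCL13, 5.66 for the low-affinity IgE receptor FCER2, 5.28 for the IL-3 receptor chain IL3RA and 5.02 for CLEC10A. The folds of FCER2 and IL3RA rest on few naïve molecules. With IL-4 both genes were under the minimum of 50 molecules (39 and 22), but their levels were alike. FCER2 stood at 1.60 with IL-4 and 1.65 with IL-13 per 10000, and IL3RA at 0.904 and 0.840. With IL-13 too MMP12 had the highest log2 fold (7.52), from 26 of 1130 cells (2.30%, interval 1.51 to 3.35), of which 5 held 72.0% of the molecules. The highest folds with IL-10 were smaller, and of 199 genes 10 were at least 2-fold higher and 48 at least 2-fold lower, or 25 and 24 by the median of ratios. The lowest included the cycling cell genes TOP2A (−5.31) and TYMS (−4.92). NAMPT, an enzyme of NAD synthesis, stood at 137 against 21.1 molecules per 10000 (log2 fold 2.70), the inflammatory caspase CASP5 was higher by 3.96, the calcium-binding protein S100A12 by 1.77 and the endosomal RNA sensor TLR8 by 1.49. The naïve levels of several of these genes were read as background, since other states that the gene does not mark held them in a like low share of cells. This was 1.31% to 3.01% for CXCL9, CXCL10 and CXCL11 and 0.708% to 1.27% for IL32 in the naïve, IL-4, IL-13 and IL-10 wells, and 4.07% to 5.45% for CCL13, 2.17% to 2.58% for CCL22 and 0.285% to 0.362% for CD1B in the naïve, IFNγ and IL-10 wells. The folds of these genes in the states they mark are therefore lower bounds as scaled here.

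As groups, the IFNγ-induced genes had a median log2 fold of 2.52 with IFNγ (15 genes, −0.26 to 9.11), at the 100th percentile of 10000 random lists matched on expression, and of 0.89 with IFNβ (99.6th percentile). The antiviral interferon-stimulated genes had a median of 5.62 with IFNβ (99.9th percentile) and 2.94 with IFNγ (99.6th percentile), over only 4 measured genes. With a minimum of 500 molecules the IFNβ median was 7.14, which is the fold of IFITM3. For the IL-4- and IL-13-induced genes the medians were 3.84 with IL-4 (12 genes) and 3.82 with IL-13 (13 genes), both at the 100th percentile. The markers of dendritic cells that could be measured, CD1C and CLEC10A, were higher in the same wells, with log2 folds of 3.65 to 5.09 with IL-4 and 3.50 to 5.02 with IL-13, and at least 2 of the 4 dendritic cell markers on the panel were detected in 15.7% and 14.8% of the cells. Both are also among the IL-4- and IL-13-induced genes. The 8 macrophage markers had medians of −0.47 with IL-4, −0.32 with IL-13, −0.44 with IFNγ, −0.15 with IFNβ and −0.20 with IL-10. The IL-10-induced genes had a median of 0.44 with IL-10 (100th percentile, and 0.94 by the median of ratios), with members between −2.43 and 1.77, and of −0.64 with IL-13 (percentile 0.900). Genes of cycling cells were lower in all 5 polarized wells, with medians over 4 genes, those with 0 molecules set at the bound of 3 molecules, between −5.12 with IL-10 and −3.17 with IL-4. The all-gene median log2 fold was −0.50 with IFNβ and −0.47 with IL-10, and scaling by the median of ratios between genes moved every fold up by 0.45 and 0.50 in these wells and by 0.10 with IFNγ.

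To measure how far the states lay apart, 459 cells were drawn from each well and the 30 nearest neighbours of each cell were found in 20 principal components, where 16.7% of the neighbours would come from a cell's own state with no separation. Own-state neighbours made up 94.2% for IFNγ, 92.8% for IFNβ, 85.2% for IL-10 and 70.0% for naïve macrophages, of whose neighbours 19.1% were IL-10-polarized. For IL-4-polarized macrophages, 48.4% of the neighbours were IL-4-polarized (27.3% with all cells instead of equal numbers) and 47.5% IL-13-polarized, and for IL-13-polarized macrophages 47.4% were IL-13-polarized and 47.0% IL-4-polarized. Across 200 genes, which are not independent replicates, the log2 folds of IL-4 and IL-13 had a Pearson correlation of 0.969 (Spearman 0.937), and those of IFNγ and IFNβ, across 201 genes, of 0.796 (Spearman 0.734). Of 160 genes past the minimum in IL-4- or IL-13-polarized macrophages, 160 lay within 2-fold of each other in these wells, against 106 of 166 (63.9%) for IFNγ and IFNβ. The other 8 pairs of states had Pearson correlations of 0.0956 to 0.345 (0.0217 to 0.301 with a minimum of 500 molecules). The naïve well is shared by all folds. Unchanged groups drawn from it had mean correlations of 0.0190 and 0.0577 for groups the size of the IL-4 and IL-13 wells and of the IFNγ and IFNβ wells, with covariances of 0.00140 and 0.00467 beside the observed 2.32 and 3.52. With separate random parts of the naïve cells as controls the mean correlations were 0.972 and 0.806, and 0.142 to 0.368 for the other 8 pairs. For the other 8 pairs, the highest correlation in 100 draws of unchanged groups was 0.397 to 0.707, above the values observed. The mean covariances of these draws were 0.000645 to 0.00773, beside the observed 0.298 to 0.781.

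**Figure D1:**
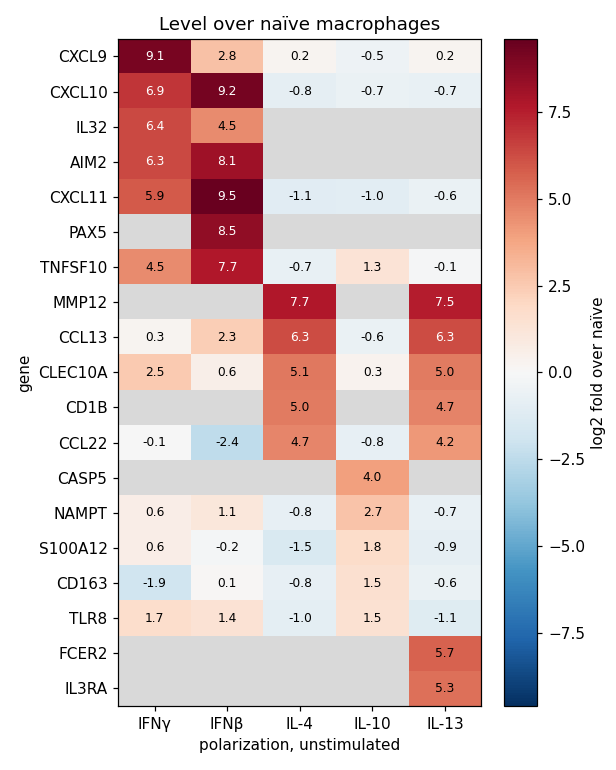
Log2 fold over naïve macrophages of the genes with the highest folds in each polarized state (rows), for the 5 polarizing cytokines without stimulation (columns), 1 well each. Red is higher and blue lower than naïve, and grey marks genes under 50 molecules in both conditions. The IL-4 and IL-13 columns have nearly the same values, such as 6.30 and 6.30 for CCL13.

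**Figure D2:**
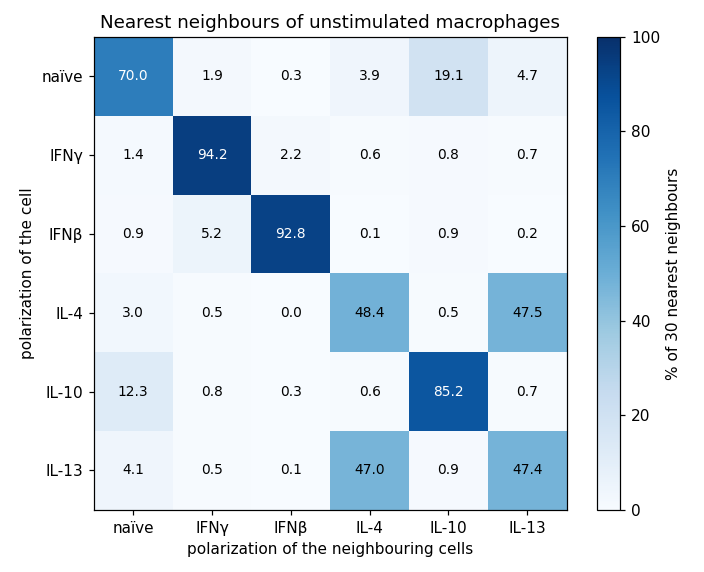
Percentage of the 30 nearest neighbours of unstimulated macrophages of each polarization (rows) that came from each polarization (columns), with equal numbers of cells per state. The neighbours of IFNγ-polarized cells were 94.2% from their own state, while IL-4- and IL-13-polarized cells were mixed.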

The expression of known M1 and M2 macrophage marker genes (**Supplementary Figure S1**) showed heterogeneity across the transcriptional profiles of the 6 polarization conditions (naïve and 5 cytokines), showing the need for more robust classification of macrophage polarization beyond the M1 and M2 dichotomy.

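The markers commonly assigned to M1 macrophages did not all move in the same direction with IFNγ, IFNβ, IL-4 or IL-13. With IL-10, CCL5, IL1B and TNF were all lower. CCL5, a T cell-attracting chemokine, was higher by a log2 fold of 5.21 with IFNβ and 1.27 with IFNγ and had a log2 fold of −1.93 with IL-10. The costimulatory ligand CD80 was higher with IFNβ (4.24) and IFNγ (1.60) but also with IL-4 (1.95) and IL-13 (1.07). CD86, the related ligand, was highest with IL-4, at 14.7 against 5.56 molecules per 10000 in naïve macrophages, and the MHC class II gene HLA-DRA was higher with IFNγ (2.17), IL-4 (1.16) and IL-13 (1.08). The cytokine gene IL1B was highest in naïve macrophages, at 42.4 molecules per 10000 (interval 41.5 to 43.4), with log2 folds of −1.63 with IFNγ, −2.87 with IFNβ, −3.75 with IL-4, −0.77 with IL-10 and −3.47 with IL-13. TNF was lower with IL-10 (−2.38) and also with IFNβ, at 4.84 against 22.9 molecules per 10000.

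M2 markers were split in a similar way. CD163, the hemoglobin scavenger receptor, was highest with IL-10, at 908 molecules per 10000 (interval 902 to 914) against 321 in naïve macrophages, and it was lower with IL-4 (−0.76), IL-13 (−0.64) and IFNγ (−1.93). With IFNβ CD163 stood at 346, a log2 fold of 0.11 that was −0.20 when cells were averaged. CD209 (DC-SIGN) was higher with IL-4 (4.03) and IL-13 (3.82), and CCL22 with IL-13 (4.18). The IL-1 receptor antagonist gene IL1RN was higher with IL-4 (3.53) and IL-13 (2.99) and with IFNβ (2.56), where CCL13 was also higher (2.33, or 1.63 when cells were averaged, with 81.9% of the molecules in 5 cells). CCL22 had a log2 fold of −2.42 with IFNβ, although its naïve level was read as background from the naïve, IFNγ and IL-10 wells. Why the IFNβ well lay below that level was not tested, so the fold does not decide whether expression was lower.

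Of 29 markers listed for each class from textbook knowledge, not from the paper, 18 M1 and 15 M2 markers were on the panel, and 15 M1 and 10 or 11 M2 markers passed the minimum count. The median log2 fold of the M1 markers was 1.27 with IFNγ (100.0th percentile of matched random lists), 1.06 with IFNβ (99.9th) and −0.77 with IL-10 (percentile 2.23, −0.27 by the median of ratios). With IL-4 and IL-13 it was 0.22 and 0.16 (percentiles 74.3 and 70.5), and it was below 0 without the deepest cells, with a minimum of 500 molecules and without the shallowest cells (the last at −0.089 and −0.025). The M2 markers had medians of 2.35 with IL-4 (3.39 without the deepest cells) and 2.99 with IL-13 (both percentile 100), 0.12 with IL-10 (percentile 98.1) and −0.58 with IFNβ (percentile 34.8). Scaling by the median of ratios moved the IL-10 and IFNβ medians of these markers up by 0.50 and 0.45. With IFNγ their median was −0.23 (percentile 40.2), 0.010 without the deepest cells and −1.02 with a minimum of 500 molecules. From the heterogeneity of its own M1 and M2 markers (Supplementary Figure S1), which were not used here, the paper reasons that macrophage polarization needs a more robust classification than M1 and M2.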

**Figure 2:**
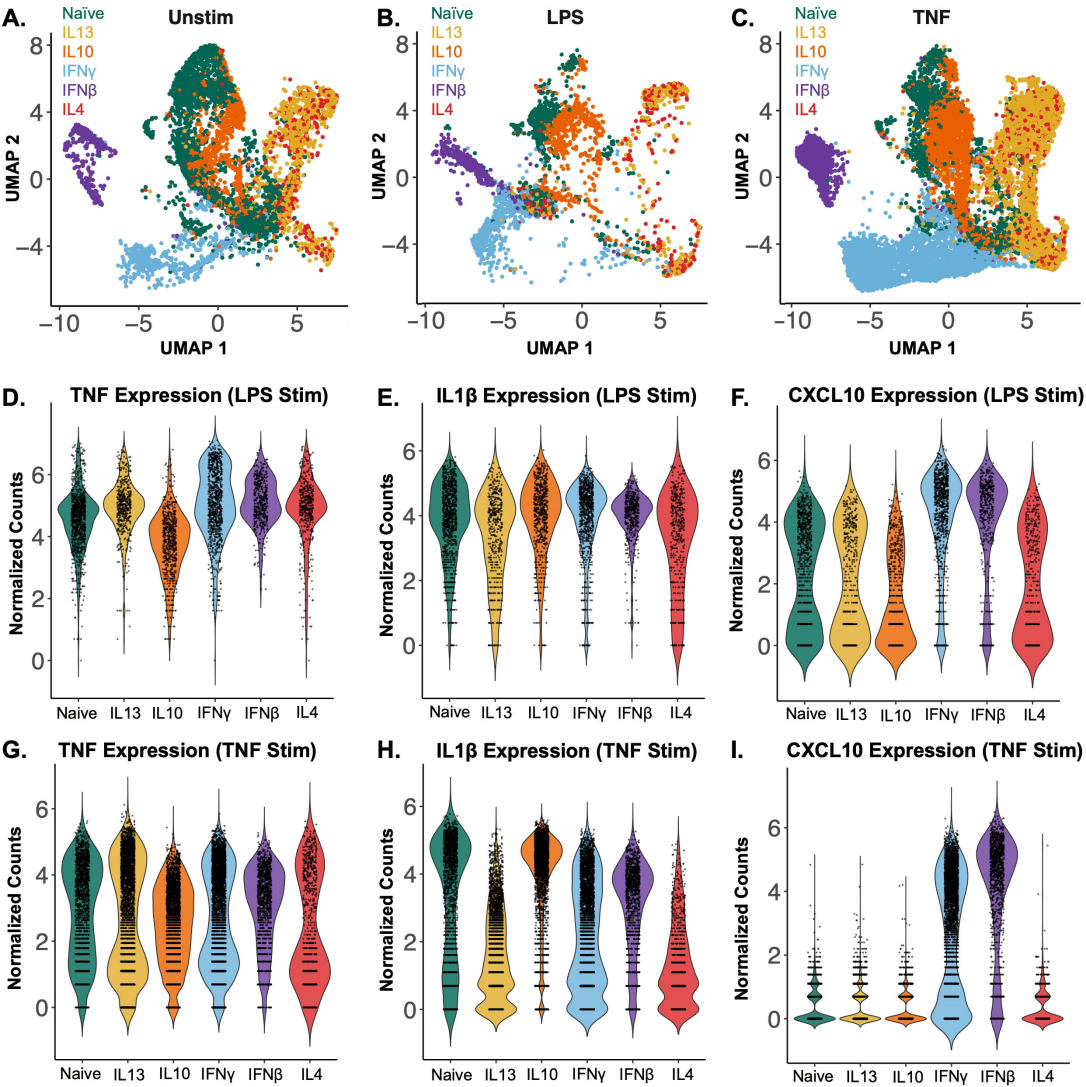
*In vitro* polarization and stimulation of human PBMC-derived macrophages define an atlas of macrophage polarization states. **(A)** UMAP of PBMC-derived day 6 macrophages polarized for 24 hours without acute stimulation. The samples are colored by polarization condition with naïve in green, IL-13 in yellow, IL-10 in orange, IFNγ in blue, IFNβ in purple and IL-4 in red. **(B)** UMAP of polarized macrophages subsequently stimulated for 3 hours with 10ng/ml LPS. **(C)** UMAP of polarized macrophages subsequently stimulated for 3 hours with 100μg/ml LPS. **(A–C)** are all mapped in the same UMAP space. **(D–F)** Violin plots of TNF, IL1β and CXCL10 expression in polarized macrophages stimulated with LPS. **(G–I)** Violin plots of TNF, IL1β and CXCL10 expression in polarized macrophages stimulated with TNF. Each dot represents an individual cell while the density curve depicts the distribution of numeric data. Counts were normalized by regularized negative binomial regression.

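Macrophages of the same 6 polarization states were exposed, after the polarization, to 1 of 2 inflammatory stimuli, with 1 well for each combination. LPS is a component of the outer membrane of Gram-negative bacteria that is sensed by TLR4, and TNF is an inflammatory cytokine of the host. The paper gives 10 ng/ml LPS and 100 μg/ml TNF, while the sample labels give 1 ng/ml and 10 ng/ml, and the stimulation lasted 2 hours by the methods and 3 hours by the legend of Figure 2 and the labels. All 12 stimulated wells were on the first cartridge, with 23685 cells and 370 genes, of which 4557 cells (19.2%) carried the tags of more than 1 well and were left out. This left 3816 LPS-stimulated cells (421 to 948 per state) and 15312 TNF-stimulated cells (788 to 4473 per state). The median depth ranged from 3312.5 molecules per cell in naïve to 6115 in IFNγ-polarized macrophages with LPS, and from 3459 to 4748 in the same states with TNF.

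Over all tagged cells the median depth was 4303 molecules on this cartridge and 544 on the cartridge of the unstimulated wells. Of 179 genes compared in each polarization state with either stimulus, 13 were at least 2-fold higher and 6 at least 2-fold lower than unstimulated in all 12 wells, and the stimulus and the cartridge cannot be told apart in these differences. Polarization states were therefore compared only within a stimulus. As in the paper, counts were normalized by regularized negative binomial regression, here with 1 regression over the 26514 unstimulated, LPS- and TNF-stimulated cells and the 341 genes on both cartridges, and the mean corrected count per cell is given beside the summed molecules per 10000.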

To assess functional differences between these polarization states, the macrophages were subsequently stimulated with either lipopolysaccharide (LPS) (**Figure 2B**) or tumor necrosis factor (TNF) (**Figure 2C**). The stimulated macrophages showed differences in expression of key inflammatory cytokines and chemokines when normalized by regularized negative binomial regression. In response to LPS stimulation, IFNγ- and IFNβ-polarized macrophages showed increased TNF expression compared to naïve cells, while the IL-10-polarized macrophages displayed reduced TNF expression (**Figure 2D**). However, this polarization effect on LPS-responsive gene expression was not uniform across all cytokines and chemokines. 

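With LPS, TNF was highest in IFNγ-polarized macrophages, with a mean corrected count of 187 per cell, followed by IFNβ-polarized macrophages with 154, and lowest in IL-10-polarized macrophages with 49.7, against 102 in naïve macrophages. The median corrected counts did not separate the interferons, at 116 with IFNγ and 117 with IFNβ, against 75.5 in naïve and 34 in IL-10-polarized macrophages. TNF encodes the inflammatory cytokine that is also used here as a stimulus, and lies on chromosome 6, positions 31575567 to 31578336 (GRCh38). Relative to naïve macrophages the ratio was 1.84 (counting interval 1.83 to 1.85) with IFNγ, 1.52 (counting interval 1.51 to 1.53) with IFNβ and 0.490 (counting interval 0.485 to 0.495) with IL-10. IL-4- and IL-13-polarized macrophages also stood above naïve, with mean corrected counts of 138 and 139 and ratios of 1.36 and 1.37. In molecules per 10000 the levels were 348 (interval 346 to 349.7) in naïve, 588 (586 to 589.8) in IFNγ-, 496 (493 to 499) in IFNβ- and 169 (168 to 171) in IL-10-polarized macrophages.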

IL1β expression showed minimal variation between polarization conditions (**Figure 2E**), whereas CXCL10 expression differed markedly, with IFNγ- and IFNβ-polarized macrophages exhibiting much higher levels of expression than other conditions (**Figure 2F**). 

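With LPS, the mean corrected count of IL1B, the gene of the pyrogenic cytokine IL1β (chromosome 2, positions 112829751 to 112836903, GRCh38), was 54.2 in naïve, 53.4 in IFNγ-, 46.9 in IFNβ- and 59.5 in IL-10-polarized macrophages. It was lowest with IL-4 (38.8) and IL-13 (38.1), and IL-10-polarized macrophages, the highest state, stood above the lowest by a ratio of 1.56 (counting interval 1.54 to 1.58). The highest state was IFNγ with the median of ratios and with no scaling, and by the median corrected counts, which ran from 28 with IL-4 to 51 with IFNγ. In molecules per 10000, IL1B ranged from 126 (interval 125 to 128) with IL-4 to 203 (201 to 205) with IL-10.

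CXCL10, an interferon-induced chemokine that attracts T cells (chromosome 4, positions 76021117 to 76023497, GRCh38), had mean corrected counts of 89.7 in IFNγ- and 78.3 in IFNβ-polarized macrophages. The other states held 20.9 (naïve), 18.2 (IL-13), 17.0 (IL-4) and 9.54 (IL-10). IFNβ-polarized macrophages, the lower of the interferon states, stood above naïve macrophages by a ratio of 3.74 (counting interval 3.68 to 3.80). In molecules per 10000, CXCL10 was at 258 (interval 257 to 259.6) with IFNγ, 226 (224 to 228) with IFNβ and 59.1 (58.3 to 59.8) in naïve macrophages. The neighbouring chemokine gene CXCL9 separated the interferons, at 153 molecules per 10000 with IFNγ and 3.12 with IFNβ against 5.44 in naïve macrophages. The paper states from these genes that the effect of polarization on LPS-responsive expression was not uniform.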

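The log2 fold of a polarized state over naïve macrophages, from molecules per 10000, can be set side by side for both stimuli because all of these wells shared a cartridge. For TNF the fold with IFNγ was 0.76 after LPS and −0.092 after TNF stimulation, and with IFNβ 0.51 and −0.060, where the values after TNF stimulation turned to 0.16 and 0.18 with scaling by the median of ratios. For IL1B the fold with IL-4 was −0.58 after LPS and −3.15 after TNF stimulation, and with IL-13 −0.52 and −2.83. With IFNγ it was −0.13 after LPS (0.22 by the median of ratios) and −1.33 after TNF stimulation. CXCL10 had folds of 2.13 (IFNγ) and 1.93 (IFNβ) after LPS and of 5.92 and 7.36 after TNF stimulation, and CXCL9 with IFNγ had folds of 4.81 and 7.18. The folds after TNF stimulation are lower bounds as scaled here because the naïve levels, 1.86 molecules of CXCL10 and 1.10 of CXCL9 per 10000, were read as background, with CXCL9 found in 31.2% of naïve cells and in 30.2% to 32.3% of IL-4-, IL-13- and IL-10-polarized cells.

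CSF2, which encodes the growth factor GM-CSF, was lower in IFNγ-, IFNβ-, IL-4- and IL-10-polarized than in naïve macrophages with both stimuli. Naïve macrophages held 2.40 molecules per 10000 (interval 2.25 to 2.56) after LPS and 2.62 (2.50 to 2.74) after TNF stimulation. IFNγ-polarized macrophages held 0.195 (0.160 to 0.235) and 0.0111 (0.00716 to 0.0163), log2 folds of −3.62 after LPS (−2.79 without the deepest cells) and −7.89 after TNF stimulation, and IL-10-polarized macrophages had folds of −3.64 (−2.82 without the deepest cells) and −5.36. With IFNβ the fold was −3.22 after LPS (−2.54 without the deepest cells and −2.61 when cells were averaged), and after TNF stimulation only 3 molecules were counted, a level of 0.00569 (0.00117 to 0.0166). With IL-4 the folds were −1.44 (−0.76 without the deepest cells) and −4.95. With IL-13 the fold of CSF2 was −0.012 after LPS (0.11 by the median of ratios, −1.54 without the deepest cells) and −2.29 after TNF stimulation. Few cells carried CSF2, 5.80% of naïve cells after LPS and 8.47% after TNF stimulation, and after LPS 5 cells held 59.8% of its molecules in naïve and 89.6% to 98.2% in polarized macrophages. The differences between the stimuli were not tested, since each fold rests on 1 well of each state.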

Notably, these gene-specific polarization effects differed between LPS and TNF stimulation. 

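After TNF stimulation, the mean corrected count of TNF was 32.5 in IL-13-polarized, 31.2 in naïve, 26.9 in IFNβ-, 26.8 in IL-4- and 25.7 in IFNγ-polarized macrophages. It was lowest with IL-10, at 16.3, a ratio of 2.00 (counting interval 1.98 to 2.02) between the highest and the lowest state. The median corrected count gave another order and was lowest with IL-4, at 4, against 8 with IFNγ, 9 with IL-10, 10 with IL-13, 17 in naïve and 21 in IFNβ-polarized macrophages. In molecules per 10000 the order was again another, with naïve macrophages highest at 84.2 (interval 83.5 to 84.9) and IL-10-polarized macrophages again lowest at 46.4 (46.1 to 46.8). IL1B had mean corrected counts of 67.0 with IL-10 and 53.7 in naïve macrophages, followed by 28.4 with IFNβ and 18.5 with IFNγ, and only 8.19 with IL-13 and 6.60 with IL-4. Naïve macrophages stood above IFNβ-polarized macrophages, the next state, by a ratio of 1.89 (counting interval 1.87 to 1.91).

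CXCL10 had mean corrected counts of 101 with IFNβ and 37.2 with IFNγ and of 0.437 to 0.746 in the other 4 states. IFNγ-polarized macrophages stood above the highest of these by a ratio of 49.8 (counting interval 46.2 to 53.7), the size of which rests on a level read as background. At least 1 molecule of CXCL10 was found in 91.7% of IFNβ- and 78.9% of IFNγ-polarized cells and in 38.4% to 39.7% of the cells of the other 4 states. The depth of these cells was 4290 and 4748 molecules in the interferon states and 3459 to 4457 in the others. Thinned to 2187 molecules per cell, which left out 66 to 615 shallower cells per state, the shares were 88.5% and 70.6% in the interferon states and 21.9% to 27.2% in the others. At least 3 molecules were found in 85.2% and 62.2% against 3.43% to 4.20%. The like low share in these 4 states, on a cartridge that also held CXCL10-rich cells, was read as background.

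**Figure D3:**
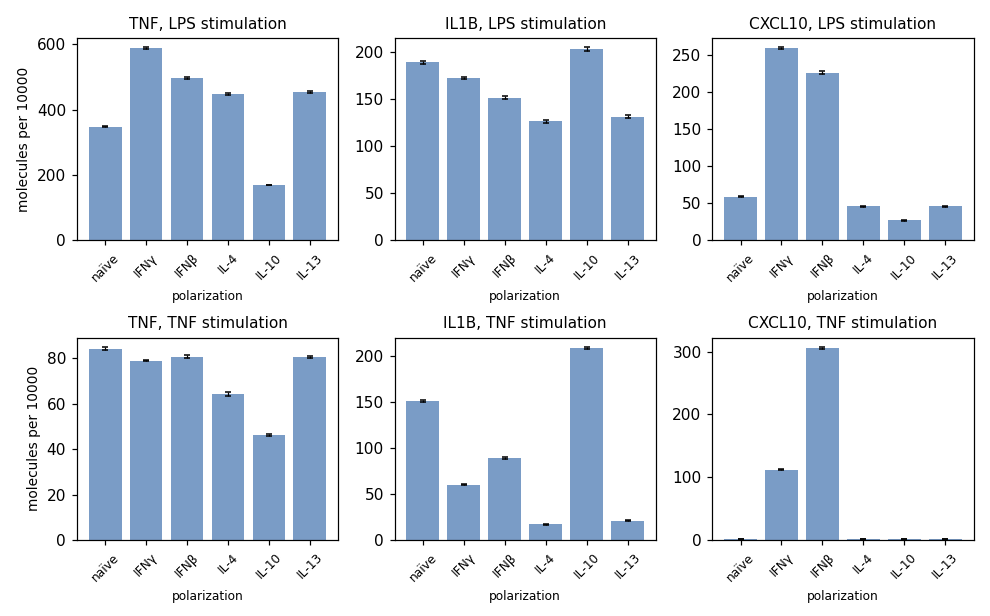
Level of TNF, IL1B and CXCL10 in molecules per 10000 molecules of the panel (vertical axes, starting at 0) for each polarization (horizontal axes) after LPS (upper row) or TNF stimulation (lower row), 1 well per bar. Error bars are 95% Poisson intervals for counting error only. After TNF stimulation CXCL10 reached 305 with IFNβ and 112 with IFNγ.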

With TNF stimulation, there was little difference in subsequent TNF expression between polarization conditions (**Figure 2G**), but an increase in IL1β expression in the naïve and IL-10 polarized macrophages compared to the other conditions (**Figure 2H**), while CXCL10 was not expressed in any condition but the IFNγ and IFNβ polarized (**Figure 2I**). By assessing inflammatory gene expression following stimulation, we identified functional differences in macrophages across polarization conditions.

After establishing an atlas of polarized macrophage transcriptional states, we leveraged it to better characterize the macrophage populations present in Crohn’s disease. Terminal ileum data was available from 27 Crohn’s patients and 9 healthy donors (**Figures 3A, B**), with a higher percentage of macrophages in the Crohn’s samples, predominantly in areas of active inflammation (**Figure 3C**). Macrophage-specific data from healthy donors (N = 9), Crohn’s noninflamed biopsies (N = 23), and Crohn’s inflamed biopsies (N = 8) (**Figure 3D**) revealed notable differences in macrophage subgroup distribution. Cluster 2 macrophages were dominant in biopsies from healthy donors, while cluster 1 macrophages were dominant in Crohn’s noninflamed biopsies, and cluster 3 in Crohn’s inflamed biopsies (**Figure 3E**). The same workflow was applied to colonic macrophages from the published dataset; however, the number of macrophages, particularly from Crohn’s inflamed donors, was too low to reliably assign polarization states (**Supplementary Figure S2**). For instance, Cluster 3, contained only 271 cells (**Supplementary Figure S2D**). This limitation was not due to a reduction in the proportion of macrophages within Crohn’s disease colon samples, which was comparable to that in healthy donors (**Supplementary Figure S2C**). Rather, there were fewer colonic samples from Crohn’s inflamed donors (N = 5) compared with Crohn’s non-inflamed (N = 17) and healthy (N = 16) samples.

**Figure 3:**
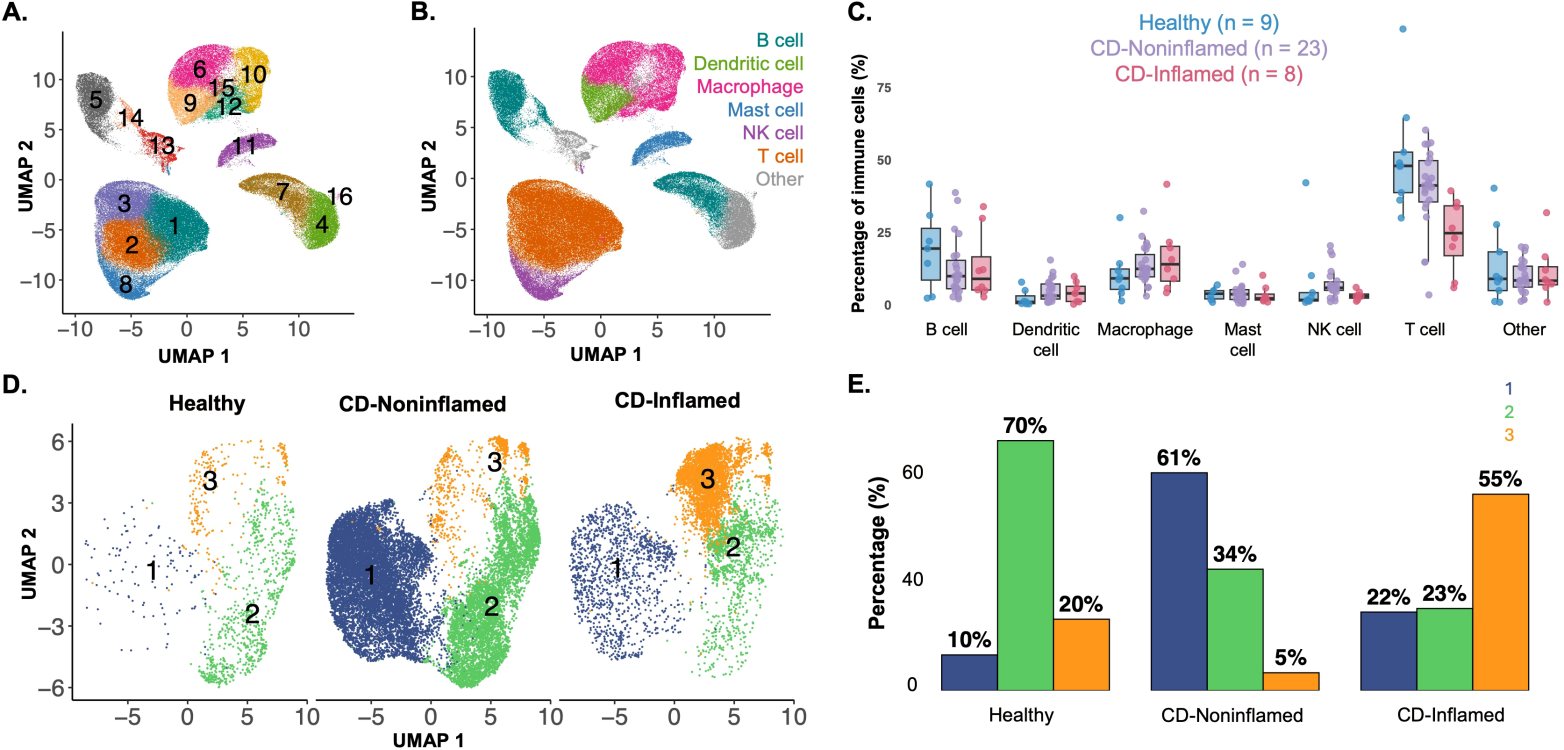
Immune cell compositions of terminal ileal samples using established marker genes. **(A)** UMAP of terminal ileum immune cells from healthy donors (N = 9) and Crohn’s patients (N = 27), from both noninflamed and inflamed regions. Immune cells were separated from stromal and epithelial cells based on annotations from the original study (Kong et al) and clustered in an unsupervised manner. The numbers delineate each individual cluster. **(B)** Immune cell types manually annotated based on the top 20 differentially expressed genes for each unsupervised cluster, with some clusters consolidated into broader cell type categories. The macrophages are shown in pink. **(C)** Percentage of immune cell types (of total immune cells) stratified by donor types (healthy in blue, Crohn’s noninflamed in purple, and Crohn’s inflamed in pink). **(D)** Unsupervised clustering of the macrophage subset, separated by donor type. Cluster 1 is marked in blue, cluster 2 in green, and cluster 3 in orange. **(E)** Distribution of macrophages assigned to each of the three clusters (colors as in **D**), separated by donor type.

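Of the 7386 unstimulated cells with a single tag, 3514 were naïve (47.6%, interval 46.4 to 48.7), 1130 IL-13-, 1105 IL-10-, 697 IFNγ-, 481 IFNβ- and 459 IL-4-polarized. Of the genes by which the paper recognized macrophages *in vivo*, the monocyte and macrophage receptor CD14 was highest with IL-10, at 52.3 molecules per 10000 (log2 fold over naïve 0.44), and lowest with IL-4 (7.56, −2.35) and IL-13 (8.30, −2.21). With IFNγ its log2 fold was −1.02. C1QB, a chain of complement component C1q, was highest with IFNγ (98.5, 2.78) and also higher with IFNβ (1.37), IL-13 (0.78) and IL-4 (0.51), while with IL-10 its fold was −0.12 (0.38 by the median of ratios). C1QA had folds of 0.32 with IFNγ, −0.43 with IL-4, −0.21 with IL-13 and −1.14 with IL-10, and with IFNβ 0.31 (−0.11 when cells were averaged). FCN1, which encodes the monocyte lectin ficolin-1, was lower with IL-10 (−1.79), IL-4 (−0.73), IL-13 (−0.61) and IFNγ (−0.51). With IFNβ the folds of CD14 and FCN1 were −0.42 and −0.45, and 0.035 and 0.0049 by the median of ratios. The *in vivo* cells were not analysed here.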

The *in-vitro*-polarized macrophage data (**Figure 4A**) was integrated with the *in vivo* Crohn’s disease terminal ileum dataset (**Figure 4B**) using a shared set of 325 genes. After integration, the polarization labels from the *in vitro* macrophages were projected onto the *in vivo* dataset using a weighted nearest-neighbor (k=30) classification (**Figure 4C**), where each *in vitro* macrophage was assigned the label of its most transcriptionally similar *in vivo* cell based on the highest similarity score (**Figure 4D**).

**Figure 4:**
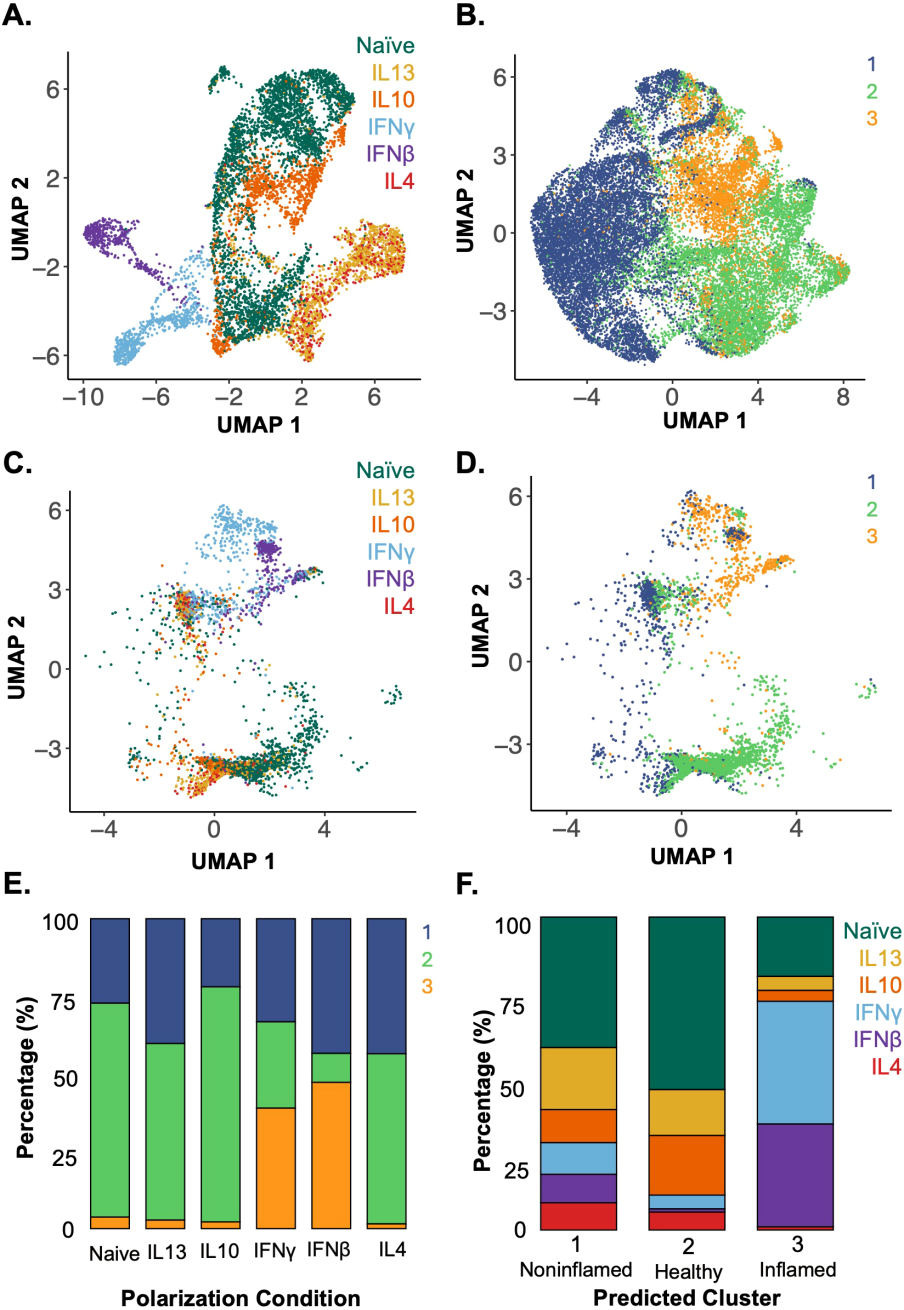
Applying a model trained on *in-vitro-*polarized macrophage datasets identifies the polarization states of *in vivo* terminal ileal macrophages in clinical scRNA-seq data. **(A)** UMAP of *in-vitro*-polarized macrophage scRNA-seq data using the shared set of 325 genes labeled by polarization condition (colors as in **Figure 2**). **(B)** UMAP of *in vivo* terminal ileal macrophages labeled by unsupervised clusters from **Figure 3D** after reducing the 28, 923 gene dataset to the 325 genes shared with the *in vitro* atlas. **(C)***In-vitro*-polarized macrophages integrated with the terminal ileal dataset using SCTransform anchors and mapped onto a shared UMAP, labeled by polarization condition. **(D)** Assignment of *in-vitro-*polarized macrophages to *in vivo* clusters 1–3 using a weighted mutual nearest neighbor approach. **(E)** Proportion of cells from each polarization condition assigned to each *in vivo* macrophage cluster by mutual nearest-neighbor classification. **(F)** Assignment of polarization states to macrophages found *in vivo* which were grouped by unsupervised clustering (**Figure 3D**) and are predominantly associated with noninflamed (cluster 1), healthy (cluster 2) and inflamed (cluster 3) tissues (**Figure 3E**).

When examining the different macrophage polarization states and their assigned *in vivo* clusters, the majority of naïve, IL-4, IL-10 and IL-13 *in-vitro*-polarized macrophages aligned to cluster 2, the cluster most highly represented in biopsies from healthy donors. IFNβ- and IFNγ-polarized macrophages aligned with cluster 3, which best represented macrophages from areas of active Crohn’s disease (**Figure 4E**). This integrated data and cluster assignments were used to examine the polarization states of the *in vivo* terminal ileum macrophage populations (**Figure 4F**). Macrophages in cluster 1 were distributed throughout the range of polarization conditions with the largest portion of cells aligning to the naïve and IL-13-polarized states. Cluster 2 was enriched in cells aligning to the naïve condition and under-enriched in IFN-polarized cells. Lastly, in cluster 3, which was highly enriched in macrophages from inflamed Crohn’s subjects, the majority of macrophages aligned to the IFNβ- and IFNγ-polarized conditions. These analyses were able to characterize the polarization state of macrophages within biopsies based on an atlas of *in-vitro*-defined polarized macrophages.

## Discussion

Culturing macrophages with defined cytokines produced distinct populations of polarized macrophages. Not only did the different macrophage polarization states exhibit varying baseline transcriptomic profiles, but their gene expression in response to stimuli, both a pathogen associated molecular pattern (PAMP), lipopolysaccharide (LPS), and a proinflammatory cytokine, tumor necrosis factor (TNF), differed, highlighting the impact of polarization on macrophage function.

By applying a model based on *in vitro* single-cell macrophage polarization data to *in vivo* single-cell data from Crohn’s patients, this analysis revealed macrophages from inflamed Crohn’s samples have a transcriptional program closest to proinflammatory IFN-polarized macrophages at the expense of anti-inflammatory IL-4-, IL-10- and IL-13-polarized macrophages. The results support the notion of the cytokine microenvironment as a driver for distinct macrophage subsets in Crohn’s disease. IFNγ is largely produced by innate lymphoid cells (ILCs), NK cells, and activated T cells, and is elevated in the mucosa of patients with Crohn’s disease (16) along with animal models of colitis (17). From a macrophage standpoint, the IFNγ environment is significant because it is known to polarize towards a proinflammatory macrophage phenotype (18), which exhibits enhanced inflammatory responses with increased proinflammatory cytokine production (19). The development of IFNγ-polarized macrophages in response to an inflammatory environment further promotes intestinal inflammation as these macrophages are primed to produce more proinflammatory cytokines, activating and recruiting further immune effector cells.

In contrast, the cluster of macrophages from noninflamed segments (cluster 1) exhibited an even distribution of macrophage polarization states, and particularly more IL-4-, IL-10- and IL-13-polarized macrophages. These samples were from patients with Crohn’s disease, but with inactive disease, or no evidence of active inflammation in the biopsied portion of terminal ileum. The distribution of polarization states skewing towards more IL-4-, IL-10- and IL-13-polarized macrophages is consistent with the pivotal role of anti-inflammatory macrophages in wound healing and resolution of inflammation (4).

The findings highlight the potential pathogenic role of IFN-polarized macrophages in active Crohn’s intestinal inflammation, and the possible healing role of anti-inflammatory IL-4-, IL-10- and IL-13-polarized macrophages. This could impact therapy by identifying patients with a predominant interferon macrophage signature who may benefit from JAK-STAT inhibition, which is a therapeutic option for Crohn’s disease. Recent work in ulcerative colitis (UC) demonstrated the JAK inhibitor tofacitinib exerts distinct effects on macrophages dependent on their cytokine environment. Tofacitinib more effectively suppressed inflammation in IFNγ-exposed macrophages, mirroring clinical observations that patients with an IFN/JAK-STAT signature respond favorably to treatment with tofacitinib. In contrast, the JAK inhibitor was not as effective in patients with high baseline IL-10 activity, hypothesizing that blockade of the anti-inflammatory cytokine IL-10 removes regulation of the pro-inflammatory response (20). Together, this study and our findings highlight macrophage polarization states as a promising precision medicine tool to guide IBD therapy selection. They also suggest potential for combination strategies that modulate macrophage polarization—through additional drugs or cytokines to steer macrophages and optimize response to our existing treatments.

This work pioneers the generation of an *in vitro* defined macrophage polarization atlas characterized by transcriptomes and applying them to better characterize macrophage populations in Crohn’s disease. Prior investigations of macrophages in Crohn’s disease relied on markers of ‘inflammatory’ M1 or ‘anti-inflammatory’ M2 macrophages. The present study is an initial proof of concept that single-cell RNA sequencing data of *in vitro* cytokine-specific polarization of macrophages can inform *in vivo* macrophage polarization states with potential clinical impact. The approach provides a robust characterization of macrophage states that identifies the key cytokines shaping the macrophage population in Crohn’s disease. These results highlight opportunities to possibly treat Crohn’s disease by altering the inflamed microenvironment, inhibiting the formation of pathogenic proinflammatory macrophages and shifting the population to immune suppressing anti-inflammatory macrophages. This work also identifies the need for a larger atlas of macrophage states, to include multiple donors to understand and account for inter-donor variation and intra-donor heterogeneity. This atlas can begin with transcriptomes and extend to cell type-specific functions – to advance our understanding of disease pathogenesis and inform treatment.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE297735.

How the deposited data were processed for this re-analysis (not part of the article)

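Monocyte-derived macrophages of 1 donor were left naïve or polarized with 5 cytokines and then left unstimulated or stimulated with LPS, TNF or poly(I:C), a synthetic double-stranded RNA, which gave 24 wells, 1 for each condition. The LPS- and TNF-stimulated wells were tagged and pooled on a first BD Rhapsody cartridge and the unstimulated and poly(I:C)-stimulated wells (50 μg/ml by the labels) on a second. According to the paper, the authors ran the reads through the BD Rhapsody Sequence Analysis Pipeline, with quality filtering, trimming, identification of the cell barcode and molecular identifier, alignment and sample tag calling, which gave adjusted molecule counts per gene and cell. The submitters' processing notes name GRCh38. The pipeline version and any filter on cells are not given in the sources used here. The deposited counts are whole numbers that are not normalized, and the well of each cell was taken from the deposited tag calls.

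Cells without a single tag were left out, and no other filter on cells and no doublet caller was applied. The first cartridge kept 19128 and the second 20713 cells. Doublets within a well were estimated at 3.32% of all cells on the first cartridge, including those left out. The cartridges listed 373 genes in all. SPP1, which encodes osteopontin, took 7.96% of the molecules on the first and 20.2% on the second cartridge. Gene positions were taken from GENCODE release 29, which held 360 of the symbols.

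Molecules were summed over the cells of a well and divided by the well's total. A condition with 0 molecules was set to 3, which makes the fold a bound. Samples, designs, gene lists and the alternatives were fixed before the data were examined, apart from leaving out the shallowest and deepest cells for poly(I:C). The genes named are those of the paper on the panel, the 5 highest and 5 lowest log2 folds of each unstimulated state among genes with at least 50 molecules and a 2-fold difference, the 3 highest and lowest with each stimulus, the 5 highest and lowest of poly(I:C) over unstimulated in naïve macrophages, and the 4 members of each list with the largest folds in a state. C1QC, which the paper names, was not analysed here. Not every gene that the rule names is reported here. DUSP2 falls outside this rule and was chosen after its values were seen, and MS4A1, CD79A and CD79B are named as members of the B cell list. The lists were M1 and M2 markers, IFNγ-induced, antiviral, IL-4- and IL-13-induced, IL-10-induced, NF-κB target, and lipid and lysosome genes, and markers of macrophages, dendritic, cycling, T, NK, B and plasma cells and mast cells or granulocytes. No T, NK or plasma cell, mast cell or granulocyte marker reached the minimum count in an unstimulated well, and of the B cell markers only PAX5 did. Matched random lists were drawn 10000 times within 5 groups of expression. Median-of-ratios scaling, the average over cells, a minimum of 500 molecules, and leaving out cells below the 10th or above the 95th percentile of molecules of their condition were tried as alternatives.

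The regression was run with sctransform 0.4.2 (version 1 model, R 4.3.3, Matrix 1.6.5), with 5000 cells drawn to fit it. Alternatives were the version 2 model and 1 regression per stimulus. Neighbours were found on log molecules per 10000, standardized per gene, averaged over 20 random draws of cells, and alternatives were 10 and 100 neighbours, 10 components, all cells, thinned cells and values that were not standardized. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used. The fold calculation was tested on simulated data for a changed well against the naïve well. Of 344 genes run, the 2-fold change was recovered to within 0.5 log2 units in 100% of 29 changed genes and the 4-fold change in 90.3% of 31. In a simulated unchanged well the size of the IFNβ well, 1 of 198 genes differed from naïve by at least 2-fold, with an absolute log2 fold of 1.03. No comparison between LPS or TNF stimulation and unstimulated wells was made as a result, because they were on different cartridges, and the *in vivo* data were not analysed here.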

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

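The test of B cells by their other transcripts was chosen after the result was seen, as was the leaving out of cells for poly(I:C), and the tests of macrophage markers in PAX5-positive cells and of cycling genes were set before.

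PAX5, the B cell transcription factor, was higher in IFNβ-polarized macrophages, in a comparison the paper does not discuss. Unstimulated, the IFNβ well held 67 molecules and the naïve well 1, a log2 fold of 8.49 (counting interval 5.97 to 13.82, or 7.53 when cells were averaged). B cells in these wells are argued against by only 1.87 molecules (interval 1.04 to 3.08) of MS4A1, CD79A and CD79B per 100 molecules of PAX5 over the 4 IFNβ wells. The macrophage markers decide nothing, since at least 2 were found in 100% of the 58 PAX5-positive cells and in 99.2% of all cells of the unstimulated IFNβ well. A transcript of PAX5 induced by IFNβ may explain the pattern, but an off-target product of the panel's PAX5 primers from an interferon-induced transcript was not tested and stays open.

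Cycling cells made up a larger share of naïve than of polarized macrophages with each stimulus. Thinned to 258 molecules, 3.97% of unstimulated naïve cells (interval 3.30 to 4.73) had at least 2 of 5 cycling markers, and 5.07% as counted. Depth is argued against by a thinned naïve share at least 1.5 times the highest polarized share in 4 of 4 stimuli, and scaling by median log2 folds below −1 in 20 of 20 comparisons under the median of ratios (−5.72 to −2.39). A difference peculiar to 1 naive well is argued against by the 4 separate naïve wells, 1 for each stimulus. Their thinned shares were 2.47 (TNF) to 7.62 (poly(I:C)) times the highest polarized share with the same stimulus. An effect of the polarizing cytokines was not tested apart from other differences that all naïve wells may share, and both stay open.

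The following differences between stimuli went in opposite directions and were not tested. In IFNγ-polarized over naïve macrophages, MMP12 had a log2 fold of −1.21 after LPS and 2.32 after TNF stimulation. The latter rests on few cells, since 5 of 4473 IFNγ-polarized cells held 86.9% of the molecules. The shares of MMP12-positive cells were 3.49% in IFNγ-polarized and 3.14% in naïve macrophages. The fold after LPS also rests on few cells, with 94 naïve and 61 IFNγ-polarized molecules, of which 5 cells held 56.4% and 57.4%. For CSF3, which encodes the growth factor G-CSF, the log2 fold with IFNβ was 1.03 after LPS and −1.56 after TNF stimulation. Both folds of CSF3 rest on few cells. After LPS, 5 cells held 52.6% of 78 naïve molecules and 44.1% of 102 IFNβ molecules. After TNF stimulation, 5 cells held 23.6% of 127 naïve molecules and 61.8% of 34 IFNβ molecules. For TNF with IFNβ it was −2.24 unstimulated and 1.05 with poly(I:C), and the latter was 0.13 without the deepest cells and 0.23 when cells were averaged.

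The paper does not report the poly(I:C) wells. The highest log2 folds of poly(I:C) over unstimulated in the polarized states were 2.47 for the decoy receptor IL1R2 with IFNγ (1.42 without the deepest cells, 4 unstimulated molecules) and 1.36 with IL-13. The chemokine CCL20 had 3.44 with IFNβ (4.55 without the deepest cells, 4 unstimulated molecules, 74.7% of those with poly(I:C) in 5 cells), the chemokine CXCL5 1.05 with IL-4, and MMP12 3.43 with IL-10 (2.45 without the deepest cells, 68.7% of the molecules with poly(I:C) in 5 cells).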

How the results depend on the processing

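The leaving out of the shallowest and deepest cells for poly(I:C) was chosen after seeing the data, and the other alternatives were planned. The TNF ratios with IFNγ, IFNβ, IL-4 and IL-13 after LPS stayed above 1 and that with IL-10 below 1 in the alternatives run, and the CXCL10 ratio of the interferon states stayed above 1 after both stimuli. Of the values that answer a comparison, 183 stayed within the interval of the reported value under an alternative (counting intervals, an order-statistic interval over members for lists, and 0.1 for correlations), 85 moved beyond it and 8 changed sign, and for single genes the numbers were 518, 158 and 9. The cause was not tested for any of them. No replicate block was fitted because no condition had a second well, and a model with the stimuli as blocks was not run. Alternatives with a minimum of 500 molecules gave no value for genes below it and for lists with fewer than 3 members left. Depth limits the folds of genes with few molecules, such as AIM2 and MMP12 in unstimulated naïve macrophages.

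With version 2 of the regression, the ratios after LPS were 1.85 for TNF with IFNγ. With 1 regression per stimulus, the ratios after LPS were 1.88 for TNF with IFNγ, 1.54 for TNF with IFNβ and 0.496 for TNF with IL-10. The ratios after TNF stimulation were 1.95 for TNF and 1.84 for IL1B in this setting. With summed molecules per 10000, the ratios after LPS were 1.69 for TNF with IFNγ, 1.43 for TNF with IFNβ, 1.28 for TNF with IL-4, 1.31 for TNF with IL-13, 1.60 for IL1B and 3.82 for CXCL10. The ratios after TNF stimulation were 1.81 for TNF and 1.70 for IL1B in this setting. With molecules per 10000 averaged over cells, the ratios after LPS were 1.82 for TNF with IFNγ and 3.65 for CXCL10. The median log2 folds were −0.012 for the M1 markers with IL-13 in this setting. The log2 folds of opposite sign were −0.11 for C1QA with IFNβ and −0.20 for CD163 with IFNβ in this setting. With the median of ratios, the ratios after LPS were 2.15 for TNF with IFNγ, 1.84 for TNF with IFNβ, 0.518 for TNF with IL-10, 1.46 for TNF with IL-4, 1.42 for TNF with IL-13, 1.54 for IL1B and 4.93 for CXCL10. The ratios after TNF stimulation were 1.80 for TNF, 1.44 for IL1B and 54.5 for CXCL10 in this setting. The median log2 folds were 0.94 for the IL-10-induced genes with IL-10, −0.27 for the M1 markers with IL-10 and −0.70 for the NF-κB target genes with IL-10 in this setting. The log2 folds of opposite sign were 0.035 for CD14 with IFNβ, 0.0049 for FCN1 with IFNβ, 0.38 for C1QB with IL-10, 0.22 for IL1B with IFNγ after LPS, 0.11 for CSF2 with IL-13 after LPS, 0.16 for TNF with IFNγ after TNF and 0.18 for TNF with IFNβ after TNF in this setting. With no scaling, the ratios after LPS were 2.69 for TNF with IFNγ, 1.89 for TNF with IFNβ, 0.578 for TNF with IL-10, 1.55 for TNF with IL-4, 1.51 for TNF with IL-13, 1.81 for IL1B and 5.08 for CXCL10. The ratios after TNF stimulation were 1.83 for TNF, 1.43 for IL1B and 64.3 for CXCL10 in this setting. Without the shallowest 10% of cells, the ratios after LPS were 1.67 for TNF with IFNγ, 1.42 for TNF with IFNβ, 1.28 for TNF with IL-4, 1.30 for TNF with IL-13, 1.61 for IL1B and 3.85 for CXCL10. The ratios after TNF stimulation were 1.82 for TNF, 1.65 for IL1B and 53.8 for CXCL10 in this setting. The median log2 folds were −0.089 for the M1 markers with IL-4 and −0.025 for the M1 markers with IL-13 in this setting. Without the deepest 5% of cells, the ratios after LPS were 1.86 for TNF with IFNγ, 1.34 for TNF with IL-4, 1.41 for TNF with IL-13 and 3.92 for CXCL10. The ratios after TNF stimulation were 1.90 for TNF, 1.77 for IL1B and 58.1 for CXCL10 in this setting. The median log2 folds were −0.043 for the M1 markers with IL-4, −0.051 for the M1 markers with IL-13 and 0.010 for the M2 markers with IFNγ in this setting. The log2 fold of poly(I:C) over unstimulated, an alternative chosen after seeing the data, was 2.45 for MMP12 with IL-10 in this setting. With a minimum of 500 molecules, the median log2 folds were −0.26 for the M1 markers with IL-4 and −0.19 for the M1 markers with IL-13. The correlations were 0.174 for IFNγ and IL-10 (from 0.345) and 0.199 for IFNβ and IL-10 (from 0.316) in this setting. With 10 neighbours, the own-state neighbours were 75.3% for naïve macrophages, 77.0% for the mean of the 6 states with LPS, 78.8% for the mean of the 6 states with TNF and 75.2% for the mean of the 6 states with poly(I:C). With 100 neighbours, the own-state neighbours were 60.2% for naïve macrophages, 88.7% for IFNγ, 88.9% for IFNβ, 79.7% for IL-10, 69.3% for the mean of the 6 states with LPS, 73.9% for the mean of the 6 states with TNF and 69.2% for the mean of the 6 states with poly(I:C). With 10 principal components, the own-state neighbours were 80.1% for IL-10, 71.9% for the mean of the 6 states with LPS and 72.3% for the mean of the 6 states with TNF. With all cells in place of equal numbers, the own-state neighbours were 92.5% for naïve macrophages, 27.3% for IL-4, 80.4% for IL-10 and 66.5% for IL-13. With values not standardized, the own-state neighbours were 88.3% for IL-10. With cells thinned to 1 depth, the own-state neighbours were 61.1% for naïve macrophages, 88.9% for IFNγ, 79.9% for IL-10 and 69.4% for the mean of the 6 states with poly(I:C). The CXCL10-positive share was 27.2% for the highest of the other 4 states and 70.6% for the lower of the interferon states in this setting. With at least 3 molecules, the CXCL10-positive share was 4.20% for the highest of the other 4 states and 62.2% for the lower of the interferon states.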

Differences from the paper's values

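The number of genes in the *in vitro* data that the paper states equals that of the second cartridge. The other differences are from statements without numbers. The paper states distinct profiles for all 5 cytokines, while IL-4- and IL-13-polarized macrophages had nearly as many neighbours of the other state as of their own (47.5% and 47.0% of the other), and the naïve, IFNγ, IFNβ and IL-10 states were mostly their own neighbours (70.0% to 94.2%). The paper states minimal variation of IL1B after LPS, where the highest state was 1.56 times the lowest and the median corrected counts ran from 28 with IL-4 to 51 with IFNγ. It states little difference in TNF after TNF stimulation, where the ratio of the highest state (IL-13) to the lowest (IL-10) was 2.00. The mean corrected count was 16.3 with IL-10 and 25.7 to 32.5 in all other states, and the highest state changed with the scaling. The median corrected counts ran from 4 with IL-4 to 21 with IFNβ. The paper states an increase of TNF with IFNβ after LPS, where the ratio to naïve was 1.52. That ratio is of 1 chosen pair and cannot be set against a ratio of highest to lowest. The other TNF, IL1B and CXCL10 directions it states were found. The paper states that CXCL10 was expressed after TNF stimulation in the interferon states only, and 38.4% to 39.7% of the cells of the other states held at least 1 molecule, 3.43% to 4.20% at least 3, a like share in all 4 states that was read as background.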

Other observations

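The tests of Figure 4F were chosen after the result was seen.

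NF-κB target cytokines and chemokines were lower in unstimulated IL-10-, IL-4- and IL-13-polarized macrophages, with median log2 folds of −1.20 (−2.64 to 0.63, percentile 0, −0.70 by the median of ratios), −0.97 (percentile 0) and −0.83 (percentile 0.03) over 18 genes, and −0.21 with IFNγ and −0.57 with IFNβ. CXCL8, the main neutrophil chemokine, stood at 157 molecules per 10000 (interval 155 to 159) in naïve macrophages and had log2 folds of −2.63 with IL-4, −2.64 with IL-10 and −2.22 with IL-13. The lipid and lysosome genes had a median of −1.34 with IFNβ (5 genes, −2.62 to −0.30, percentile 6.02). Among them the lysosomal acid lipase LIPA stood at 253 against 642 molecules per 10000, and it was higher with IL-4 (1.19) and IL-13 (1.13).

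Poly(I:C) acts through sensors of double-stranded RNA. In naïve macrophages the highest log2 fold over unstimulated was 0.96 for CXCL10, found in 2.66% of the cells, which was read as background beside 1.95% to 2.94% with IL-4, IL-10 and IL-13, and the lowest −1.29 for the cell surface peptidase DPP4, the only 1 of 198 genes with a 2-fold difference, followed by −0.72 for CXCL8, while TNF had −0.70. In IFNβ-polarized macrophages TNF was at 29.2 with poly(I:C) and 4.84 molecules per 10000 without, a log2 fold of 2.59 (1.90 without the deepest cells), IL6 had 1.37 (1.09) and the phosphatase DUSP2 1.10. In IL-10-polarized macrophages with poly(I:C), MMP12 reached 37.3% of the level of the highest state, from 1.78% of the cells, and CCL13 0.849%. The settings without the deepest cells were chosen after seeing the data.

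A hypothesis on Figure 4F is that its bars depend on the number of *in vitro* cells of each state. Shares of each state assigned to a cluster, read by eye from Figure 4E, were multiplied by the unstimulated cells of that state. The products gave the bars of Figure 4F to within 0.891 percentage points, while equal numbers per state were off by up to 31.5 percentage points. This is consistent with bars that hold *in vitro* cells, so that the share of naïve macrophages in a cluster may partly follow from their number. The code behind the figure was not used here.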
